A study of Mus musculus with 6 samples.

How the data were processed

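Lungs of C57BL/6N mice were dissociated to single cells and sorted for live cells, and libraries were made with 10x Genomics 3-prime chemistry from pools of 3 mice, per the labels' protocols. The 6 libraries were female and male room air at postnatal day 1, female and male room air at postnatal day 21, and female and male hyperoxia at postnatal day 21. Hyperoxia was 95% oxygen from postnatal day 1 to day 5, followed by room air, per the labels.

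The deposited values were UMI counts per gene and barcode, and the matrices held whole numbers. The authors made the counts with Cell Ranger, version 6.0.0 for the day 1 libraries and 7.0.1 for the day 21 libraries, per the file headers. The headers do not state the genome build or whether reads in introns were counted. Per the deposited annotation the authors gave each barcode a cluster name or left it unassigned, and 22% to 32.8% of the barcodes of a library had none. The steps of the authors' clustering and any removal of doublets were not stated. Barcodes without a class held up to 98.8% mitochondrial UMIs, while cells with a class held at most 5.08%. The files listed 32285 genes, of which 32235 (99.8%) had an Ensembl ID in GENCODE M21 (GRCm38). Coordinates, gene types and intron lengths come from that annotation.

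The depth was 122173482 to 163649658 UMIs per library. Cells with a class had a median of 8329 to 9703 UMIs and 2792 to 3359 genes per library. The main values used every cell with one of the authors' classes. Shares of cells were given with exact binomial 95% intervals and CPM of single libraries with exact Poisson 95% intervals, which cover counting error only. The floor for a count of 0 was 3 UMIs per library.

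For tests, counts were summed per library and class over classes with at least 50 cells in every library compared. Genes were filtered with filterByExpr, libraries were scaled with TMM, and the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3, limma 3.58.1) was used. P values were adjusted by Benjamini-Hochberg over the genes tested in a class, and a gene was called at an adjusted p under 0.05. Hyperoxia against room air used the 4 day 21 libraries with sex as a covariate. Day 21 against day 1 used the 4 room air libraries with sex as a covariate. Female against male used all 6 libraries with the condition as a covariate. The interaction of sex and hyperoxia used all 6 libraries, with condition, sex, and a term for females after hyperoxia. It sets the sex difference after hyperoxia against 1 sex difference in room air, fitted to the counts of both ages. This fitted difference need not be the plain average of the ages. What is left of the sex difference between the ages is taken as error. Within a sex no test was made, and log2 ratios of CPM with a prior count of 2 were listed for gCap, neutrophils and aCap, the 3 classes with the most cells at day 21, for genes with at least 50 UMIs over the pair of libraries.

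The groups, the tests, the named genes and the alternatives in the next paragraph were chosen before the data were examined, except where the text says otherwise. The rule for the named genes took the 3 called genes with the largest rise and the 3 with the largest fall per class. They needed at least 20 UMIs in every library of the higher side and the same direction in both sexes (for the sex comparison, in all 3 conditions). The rule was applied to the 3 classes with the most calls in each comparison. It also took the 10 genes called in the most classes per comparison and the 5 smallest adjusted p of the interaction. Mitochondrial, ribosomal protein and haemoglobin genes were not named. Lists of p53 targets, interferon-stimulated, matrix, clock, dissociation and heat shock, cycling and sex-linked genes were read out from the same fits.

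The alternatives were DESeq2 1.42.0, upper-quartile scaling, no filter on low counts, no covariate, each library left out in turn, doublets left out, equal numbers of cells per library, and a stricter cell filter (at least 1000 genes and at most 10% mitochondrial UMIs). For shares, every deposited barcode, the share within the lineage and clusters made anew were also tried. Those clusters were made with Leiden (leidenalg 0.10.2, scanpy 1.11.5) at resolutions of 0.5 and 1.5 on 2000 variable genes, 30 principal components and 15 neighbours, separately at each age, and named by the class most of their cells had. They numbered 37 and 55 at day 1 and 37 and 59 at day 21, and 87% to 92.8% of cells fell in a cluster of their own class. Doublets were called by Scrublet as run in scanpy, per library. It called 1.64% (male room air) to 11.5% (female room air day 1) of cells with a class. A pair of alternatives was added after seeing the data. The first left out cells of the female hyperoxia library without an Xist UMI, and the second refitted the age comparison on genes without introns.

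The fits were tested on simulated counts with 200 changed genes per class. The changed genes were drawn only from genes with a higher mean count, so the shares recovered do not hold for genes of low counts. For hyperoxia in gCap (14057 genes), edgeR recovered 100% of 2-fold and 100% of 4-fold changes, and in B cells (9732 genes) 23% and 87%. For the interaction it recovered 78% and 100% in gCap (14454 genes), and 8% and 70% in B cells (10532 genes). DESeq2 recovered 38% and 99% of the interactions in gCap, and 0% and 15% in B cells. For age in gCap (13350 genes) edgeR recovered 100% and 100%, and for sex in gCap (13980 genes) 100% and 100%. With no changed genes edgeR called 0 genes in gCap and 2 in B cells for hyperoxia, and 5 in gCap for sex. With changed genes, false calls by edgeR in gCap were 15 of 215 for hyperoxia, 7 of 207 for age and 16 of 216 for sex. For the interaction they were 11 of 189 in gCap and 5 of 83 in B cells, and for hyperoxia in B cells 4 of 114.

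Classes with fewer than 50 cells in a library compared were left out of the tests, among them the epithelial classes at day 21. Barcodes without a class were used only for the looser shares and for a search for markers of cell types that no class names. Other versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.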

Results

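The data were single-cell RNA counts of dissociated lung from C57BL/6N mice, with transcripts counted as unique molecular identifiers (UMIs). The study asked how lungs injured by neonatal hyperoxia recover and whether recovery differs between the sexes. There were 6 libraries, each made from a pool of 3 mice of 1 sex. A pair of libraries, 1 female and 1 male, came from postnatal day 1 in room air. Another pair came from postnatal day 21 in room air. The third pair came from postnatal day 21 after exposure to 95% oxygen from day 1 to day 5 and room air from then on. Each combination of sex, age and treatment had 1 library, so no group had a replicate, and intervals given for single libraries cover counting error only.

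The day 1 libraries held 160805823 UMIs in 14968 barcodes (female) and 163649658 UMIs in 14458 barcodes (male). At day 21 the room air libraries held 128517828 UMIs in 10967 barcodes (female) and 122173482 UMIs in 10533 barcodes (male). The hyperoxia libraries held 137510028 UMIs in 12041 barcodes (female) and 137506023 UMIs in 13057 barcodes (male). The authors gave a cell class to 55882 barcodes, which are called cells here, and none to 20142. The number of cells per library was 11543 and 11278 at day 1 (female and male), 8510 and 7074 at day 21 in room air, and 8358 and 9119 after hyperoxia. The median UMIs per cell ranged from 8329 in the male hyperoxia library to 9703 in the female room air library at day 21.

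The sex in the labels was checked first. Xist, the transcript that silences 1 X chromosome in female cells, reached 677 counts normalised to library size (CPM; exact Poisson 95% interval 672 to 682) in the day 1 female library. It made up 552 CPM (547 to 557) in the day 21 female room air library and 398 CPM (394 to 403) in the female hyperoxia library. The highest value in a male library was 0.561 CPM (0.414 to 0.744). Ddx3y, Eif2s3y, Kdm5d and Uty, 4 genes of the Y chromosome, together reached 142 to 241 CPM in the male libraries and at most 0.151 CPM (0.0802 to 0.257) in a female library. Every library therefore carried the transcripts of its labelled sex.

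Fewer cells of the female hyperoxia library held Xist than cells of the other female libraries. The share of cells with a UMI was 84.4% at day 1, 77.2% at day 21 in room air and 56.2% after hyperoxia. In the male day 1 library, which should lack Xist, 0.195% of cells held a UMI. The median there was 8730 UMIs per cell, against 9309 in the female hyperoxia library. Xist made up only 0.195 CPM of that male library, so its share cannot give the background from free RNA in female libraries. That background was not measured. A minimum of 2 UMIs gave 76.8%, 70.9% and 51.7%, and thinning each cell to 2000 UMIs moved the shares most, to 62.0%, 52.9% and 39.3%. Thinning left out 267, 73 and 65 cells with fewer UMIs.

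The gap held within cell classes. Among general capillary endothelial cells (gCap), 863 of 2434 cells of the female hyperoxia library had no Xist UMI, which is 35.5% (exact binomial 95% interval 33.6 to 37.4). In the female room air library of day 21 the share was 2.86% (2.14 to 3.74), or 51 of 1784 cells. At day 1 it was 9.90% (8.65 to 11.3). Among gCap cells with at least 10000 UMIs the shares without Xist were 30.8% after hyperoxia and 0.820% in room air at day 21. Of the Xist-free gCap cells of the female hyperoxia library, 0 held a UMI of the 4 Y-linked genes, while 74.6% and 78.3% of the Xist-free gCap cells in the male hyperoxia and room air libraries of day 21 did. Kdm6a, Kdm5c, Eif2s3x and Ddx3x, 4 X-linked genes with a copy on the Y chromosome, were together lower per UMI in Xist-free than in Xist-holding gCap cells of the female hyperoxia library, at a ratio of 0.742 (exact 95% interval 0.712 to 0.774). The ratio was 0.698 (0.655 to 0.744) in aerocyte capillary endothelial cells (aCap) and 0.737 (0.685 to 0.791) in T cells, but 0.877 (0.822 to 0.935) in nonclassical monocytes and 1.01 (0.893 to 1.14) in neutrophils. The few Xist-free gCap cells of the other female libraries also had ratios below 1, of 0.795 (0.683 to 0.921) at day 1 and 0.875 (0.733 to 1.04) at day 21 in room air. In gCap cells of the female hyperoxia library with at least 10000 UMIs, where a missed Xist is rare, the ratio was 0.758 (0.708 to 0.810). The male hyperoxia library against the Xist-holding gCap cells of the female hyperoxia library gave 0.670 (0.650 to 0.691), and male against female in room air at day 21 gave 0.568 (0.547 to 0.589). Over 264 other X-linked genes the median log2 ratio between Xist-free and Xist-holding gCap cells was 0.01.

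**Figure D1:**
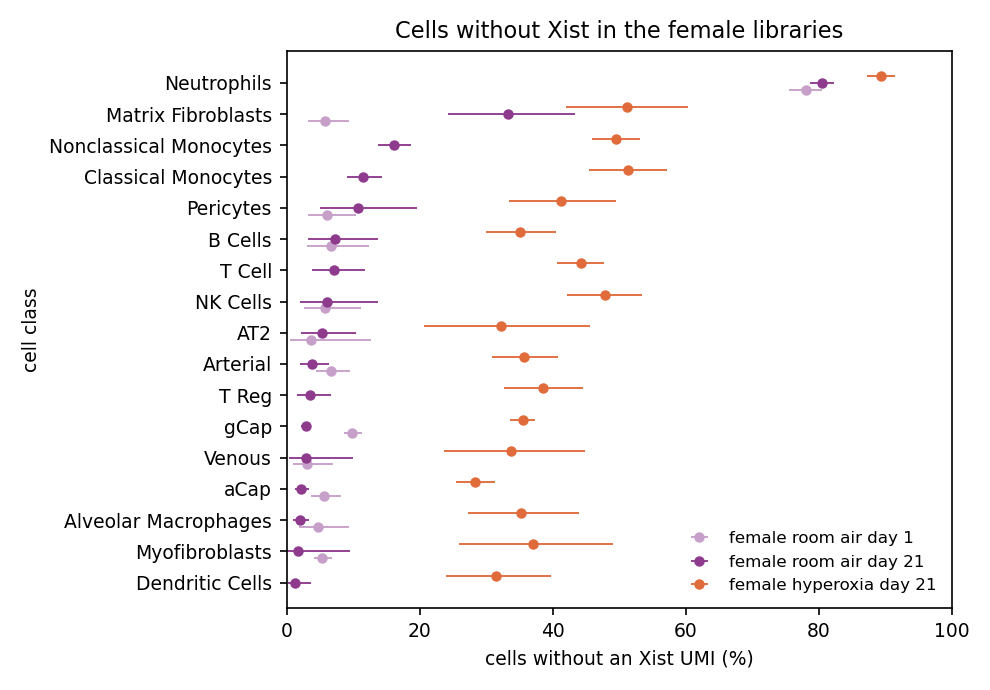
Share of cells without an Xist UMI per cell class (percent, with exact binomial 95% intervals) in the 3 female libraries, which are marked by colour. In gCap the female hyperoxia library lies at 35.5% and the female room air library of day 21 at 2.86%.

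Cell class shares were compared between hyperoxia and room air at day 21 to ask how the make-up of the recovering lung changed. Endothelial cells made up 36.8% of cells (exact binomial 95% interval 35.8 to 37.9) in room air and 46.5% (45.4 to 47.6) after hyperoxia in females. In males they made up 34.9% (33.8 to 36.1) and 53.1% (52.1 to 54.1). The rise was 9.68 percentage points in females and 18.1 in males, and counting every deposited barcode moved it most, to 3.70 and 13.6. Immune cells fell by 10.3 percentage points in females, from 58.4%, and by 20.7 in males, from 61.9%. The share of gCap rose from 21.0% to 29.1% in females and from 20.1% to 31.5% in males. Within the endothelial lineage gCap changed by 5.70 percentage points in females (95% half-width 2.27) and by 1.62 in males (2.40), which is within counting error. Epithelial cells were few at day 21, with 0.297% (0.184 to 0.453) in male room air as the lowest share and 1.94% (1.66 to 2.25) in female room air as the highest.

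T cells moved in opposite directions. Their share rose from 2.16% (1.86 to 2.49) to 9.75% (9.12 to 10.4) in females and fell from 12.5% (11.7 to 13.3) to 7.91% (7.36 to 8.48) in males. B cells (1.29% to 4.02% in females, 3.31% to 1.55% in males) and natural killer cells (0.964% to 3.73% and 4.14% to 2.32%) moved apart in the same way. As a share of immune cells alone, T cells rose by 16.6 percentage points in females (95% half-width 1.41) and changed by -0.95 in males (1.77), which is within counting error. With 1 pool per sex and treatment, these differences have no replicate check.

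**Figure D2:**
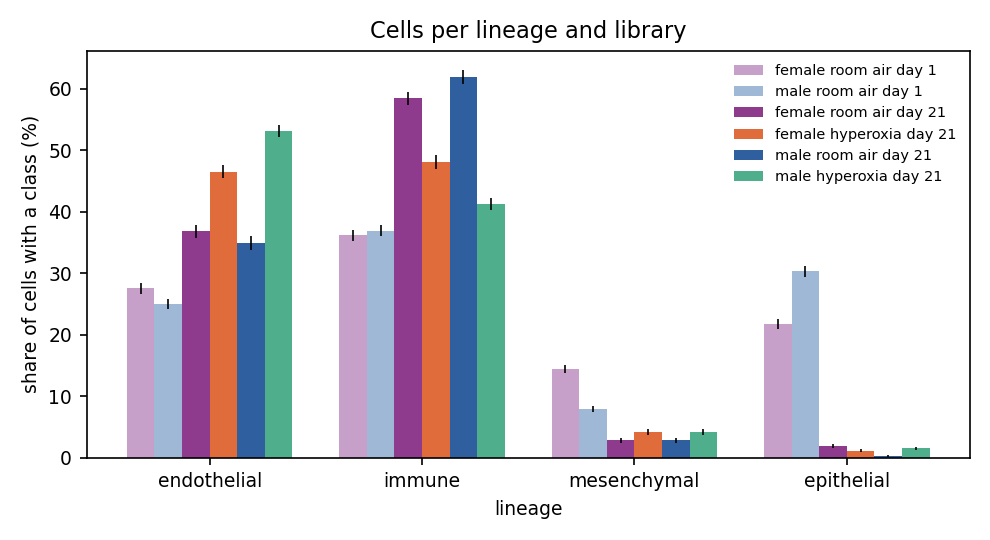
Share of cells per lineage (percent of cells with a class, exact binomial 95% intervals) in the 6 libraries. Endothelial cells make up 46.5% and 53.1% in the hyperoxia libraries and 36.8% and 34.9% in the room air libraries of day 21.

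Hyperoxia was compared with room air at day 21 over both sexes, to ask which transcripts still differed after recovery, with edgeR on counts summed per library and cell class and sex as a covariate. The 4 libraries left 1 residual degree of freedom. Over 14 classes and 154767 gene and class pairs, edgeR called 3536 pairs at an adjusted p under 0.05, of which 2524 were higher and 1012 lower after hyperoxia. These pairs held 2129 different genes. As a ratio DESeq2 moved the count most, to 1161 calls, 1054 of them shared with edgeR. The highest count, 6208, came without a filter on low counts, over 267610 pairs. Leaving out the male hyperoxia library gave 2317 calls. Fits without 1 library dropped the sex covariate, since 3 libraries left no residual degree of freedom with it, and took the spread of 1 arm from the other, so the fit they can be held against is that of all 4 libraries without the covariate, with 1590 calls. Of the 3536 calls, 2082 were for genes with at least 4-fold more CPM in another lineage than in the class itself, so that free RNA or doublets bear on them. Leaving out cells that Scrublet calls doublets gave 1781 calls, 1263 of them shared, of which 908 were higher and 873 lower in place of 2524 and 1012.

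The calls were uneven over the classes. Alveolar macrophages had 1271, nonclassical monocytes 707 and gCap 361. Without doublets these counts were 300, 190 and 448, and without the covariate gCap had 18. Leaving out 1 library moved the count in alveolar macrophages to as low as 834 (without female hyperoxia), that in nonclassical monocytes to 226 (without male hyperoxia), and that in gCap to between 125 (without either hyperoxia library) and 710 (without female room air). In natural killer cells, T cells and regulatory T cells edgeR called 0 genes, with 961, 172 and 289 genes at an unadjusted p under 0.05 and 33, 1 and 1 called by DESeq2.

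**Figure D3:**
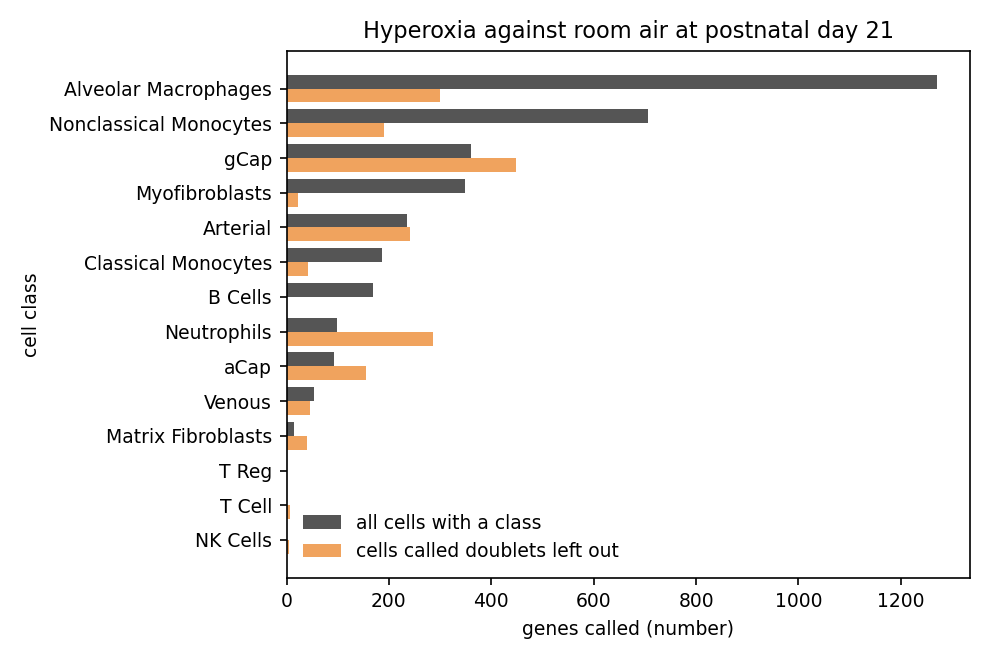
Number of genes per cell class that edgeR called between hyperoxia and room air at day 21 (horizontal axis), with all cells that have a class (dark bars) and with cells called doublets left out (light bars). Alveolar macrophages have 1271 calls with all cells and 300 without doublets.

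In alveolar macrophages the genes with the largest rise were Rtn1 (ENSMUSG00000021087, chromosome 12, 72211752 to 72409054), Pknox2 (ENSMUSG00000035934, chromosome 9, 36890982 to 37147407) and Dipk2b (ENSMUSG00000037358, chromosome X, 18414881 to 18461397), in coordinates of the GENCODE M21 annotation of GRCm38, to which the Ensembl IDs of the files were matched. Rtn1 rose by 5.13 on the log2 scale (SE 0.666, edgeR adjusted p 2.46e-06, over its alternatives 1.75e-10 to 0.0061), from 3 and 1 UMIs in the female and male room air libraries to 26 and 21. Pknox2 rose by 5.01 (SE 0.536, edgeR adjusted p 1.04e-07, over its alternatives 1.15e-20 to 0.000169) and Dipk2b by 4.98 (SE 0.651, edgeR adjusted p 2.77e-06, over its alternatives 4.26e-13 to 0.00373). Another lineage held 12.4, 33.7 and 9.87 times the CPM of the class for these 3 genes, and without doublets none of them had enough counts to be tested. Without the female hyperoxia library the changes of Rtn1 and Dipk2b were 4.22 and 4.18, and without female room air that of Pknox2 was 4.39. The largest falls were those of Gm16181 (ENSMUSG00000081650, chromosome 17, 35220834 to 35224134), at -2.35 (SE 0.645, edgeR adjusted p 0.015, over its alternatives 0.00662 to 0.546), of Ccl22 (ENSMUSG00000031779, chromosome 8, 94745590 to 94751699), at -2.24 (SE 0.555, edgeR adjusted p 0.00627, over its alternatives 0.000776 to 0.352), and of Smim40 (ENSMUSG00000092349, chromosome 17, 33905135 to 33906675), at -1.93 (SE 0.611, edgeR adjusted p 0.0414, over its alternatives 0.0161 to 0.641). DESeq2 called none of these 3. Without the male room air library the changes of Gm16181 and Ccl22 were -1.71 and -1.57, no longer called, and without male hyperoxia that of Smim40 was -3.23, also not called. Of the 4 fits that left out a library, the fit without female room air called Gm16181 and Ccl22, and none called Smim40.

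In nonclassical monocytes Igfbp5 (ENSMUSG00000026185, chromosome 1, 72857932 to 72874884), Zfpm2 (ENSMUSG00000022306, chromosome 15, 40655035 to 41104592) and Col3a1 (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706) rose most. Igfbp5 rose by 3.73 on the log2 scale (SE 0.398, edgeR adjusted p 0.000138, over its alternatives 1.26e-18 to 0.00259), Zfpm2 by 3.19 (SE 0.579, edgeR adjusted p 0.0057, over its alternatives 1.03e-07 to 0.0945) and Col3a1 by 2.99 (SE 0.227, edgeR adjusted p 1.32e-05, over its alternatives 4.86e-36 to 0.8). Another lineage held 531, 250 and 503 times the CPM of the class, and without doublets the change of Col3a1 was 0.40, with the other two left with too few counts. Without female room air the change of Zfpm2 was 5.08, and without male room air it was 2.36. It was not called without either hyperoxia library (3.17 and 3.21). Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) fell by 2.57 (SE 0.555, edgeR adjusted p 0.0156, over its alternatives 2.07e-06 to 0.289), with 49 and 25 UMIs in the female and male room air libraries and 9 and 0 after hyperoxia. Its change was -7.98 without female hyperoxia, where the remaining hyperoxia library held 0 UMIs, -1.82 without female room air and -1.64 without male hyperoxia, neither of which called it. Gbp2 (ENSMUSG00000028270, chromosome 3, 142620602 to 142638008) fell by 1.86 (SE 0.349, edgeR adjusted p 0.00697, over its alternatives 8.9e-102 to 1), a change that rested on the male room air library (123 CPM, against 21.0 in female room air and 15.1 and 17.1 after hyperoxia) and was -0.41 without it. Gm19684 (ENSMUSG00000092277, chromosome 17, 36121678 to 36129692) fell by 1.65 (SE 0.439, edgeR adjusted p 0.0462, over its alternatives 0.000722 to 1). Both genes were called in 1 of 4 fits that left out a library, the fit without female room air.

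In gCap the largest rise was that of Ccl21a (ENSMUSG00000094686, chromosome 4, 42772860 to 42773993), at 2.60 on the log2 scale (SE 0.301, edgeR adjusted p 3.25e-06, over its alternatives 7.81e-19 to 0.0937). This gene has near-identical copies, so its counts are uncertain, and 1 cell held 58.3% of its UMIs in the female hyperoxia library, 91 of 156. Its change was 3.77 without female room air and 1.97 without male room air. Slc15a2 (ENSMUSG00000022899, chromosome 16, 36750177 to 36784962) rose by 1.81 (SE 0.201, edgeR adjusted p 1.76e-06, over its alternatives 1.82e-18 to 0.0206) and Mal (ENSMUSG00000027375, chromosome 2, 127633226 to 127656695) by 1.73 (SE 0.284, edgeR adjusted p 0.00039, over its alternatives 5.72e-10 to 0.0889). The largest falls were of genes of antigen presentation. H2-DMb1 (ENSMUSG00000079547, chromosome 17, 34153072 to 34160230) fell by 2.69 (SE 0.260, edgeR adjusted p 1.69e-07, over its alternatives 1.42e-38 to 0.131), H2-Aa (ENSMUSG00000036594, chromosome 17, 34282744 to 34287823) by 2.49 (SE 0.277, edgeR adjusted p 1.78e-06, over its alternatives 5.66e-106 to 0.824) and Ciita (ENSMUSG00000022504, chromosome 16, 10480059 to 10528418) by 2.47 (SE 0.199, edgeR adjusted p 1.5e-08, over its alternatives 3.87e-43 to 0.106). All 3 were highest in male room air, and without that library their changes were -1.69, -1.07 and -1.61, each still called by edgeR. Immune classes held 41.0, 59.2 and 15.3 times the CPM of gCap for these genes, but without doublets the changes were -2.69, -2.51 and -2.46. Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727), a target of p53 on a list fixed before the data were examined, rose by 1.08 (SE 0.0811, edgeR adjusted p 6.58e-09, over its alternatives 1.19e-34 to 0.0206), from 310 and 316 CPM in the female and male room air libraries to 601 and 710. All 12 of its alternatives called it.

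Across classes, Fkbp5 (ENSMUSG00000024222, chromosome 17, 28399094 to 28517527) was called in 9 of 14 classes and higher in all 9, with a median log2 change of 0.94. Cdkn1a and Rgcc (ENSMUSG00000022018, chromosome 14, 79288756 to 79301645) were each called higher in 8. Timp3 (ENSMUSG00000020044, chromosome 10, 86300372 to 86349506), Plxna2 (ENSMUSG00000026640, chromosome 1, 194618218 to 194816869) and Slc15a2 were each called higher in 7. Iigp1 (ENSMUSG00000054072, chromosome 18, 60376027 to 60392634) was called in 6 classes and higher in 1 of these. DESeq2 called Fkbp5 in 5 classes, Cdkn1a in 4 and Iigp1 in 0, and with doublets left out edgeR called them in 8, 5 and 5. The smallest and largest adjusted p of the calls by edgeR were 9.11e-21 and 0.0357 for Fkbp5.

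Lists of genes fixed beforehand were read from the same fits. Of 221 pairs of a p53 target and a class, edgeR called 18, all higher, and 27 when adjusted over the list alone. Of 227 pairs of interferon-stimulated genes it called 39, with 7 higher, and 84 (12 higher) when adjusted over the list alone. Of 108 pairs of matrix genes it called 14 (12 higher, 6 of them in nonclassical monocytes), and of 139 of sex-linked genes 6 (0 higher); adjusted over the list alone the counts were 29 and 11. Of 119 pairs of cycling genes it called 14. All 12 higher calls were in alveolar macrophages, while over all classes 47 of the 119 pairs were higher. Adjusted over the list alone 24 were called, 13 of them higher, again all in alveolar macrophages, and 9 of the lower ones were in B cells. For the list of dissociation and heat shock genes the calls were 38 of 216 (37 higher), and 65 when adjusted over the list alone. For the clock genes, which show the time of day of the harvest, they were 15 of 144 (4 higher), and 27 when adjusted over the list alone. Genes of the major histocompatibility complex, a list added after their fall in gCap was seen, were lower in 19 of 20 cases between the female libraries in gCap, with a median log2 ratio of -0.43, and in 20 of 20 between the male libraries, with a median of -1.65.

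Endothelial transcripts tended to be higher after hyperoxia in other lineages, which was noticed after the values were seen. A set of 96 genes with at least 50 CPM in endothelial cells and at least 10-fold more there than in each other lineage gave 232 calls outside endothelial classes, 231 of them higher, and 18 without doublets. In alveolar macrophages the set rose from 477.8 to 4304 CPM in females, a ratio of 9.01, and from 636.1 to 3386 CPM in males, a ratio of 5.32. Without doublets both ratios were 1.42. Over 20 pairs of class and sex the median ratio was 1.51, and 1.11 without doublets. The ratio was below 1 in neutrophils (0.927) and T cells (0.934) of females and in classical monocytes of males (0.963).

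Day 21 was compared with day 1 in room air over both sexes, to ask how transcripts changed as the lung matured. According to the file headers the day 1 libraries were counted with Cell Ranger 6.0.0 and the day 21 libraries with 7.0.1, so age and counting software changed together. Over 10 classes and 109029 pairs, edgeR called 59221, with 31184 higher and 28037 lower at day 21. DESeq2, which moved the count most among fits of the same pairs, called 30441. Upper-quartile scaling moved the median log2 change of all genes from 0.01 to -0.14 and gave 26616 higher and 33726 lower calls. The change rose with the length of a gene's introns in every class, with a Spearman rho across genes of 0.447 to 0.594 (genes are not independent replicates), against -0.091 to 0.240 for the hyperoxia comparison and -0.01 to 0.295 for the sex comparison. The median log2 change was 1.18 to 1.65 over the tenth of genes with the longest introns and -0.76 to -0.53 over genes without introns. In this fit 1897 of 3531 pairs of genes without introns were called when adjusted over these genes alone, 203 of them higher. An alternative chosen after seeing the data used genes without introns alone, because reads in introns cannot change these genes, and edgeR then called 875 of 3558 pairs, 416 higher and 459 lower.

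**Figure D4:**
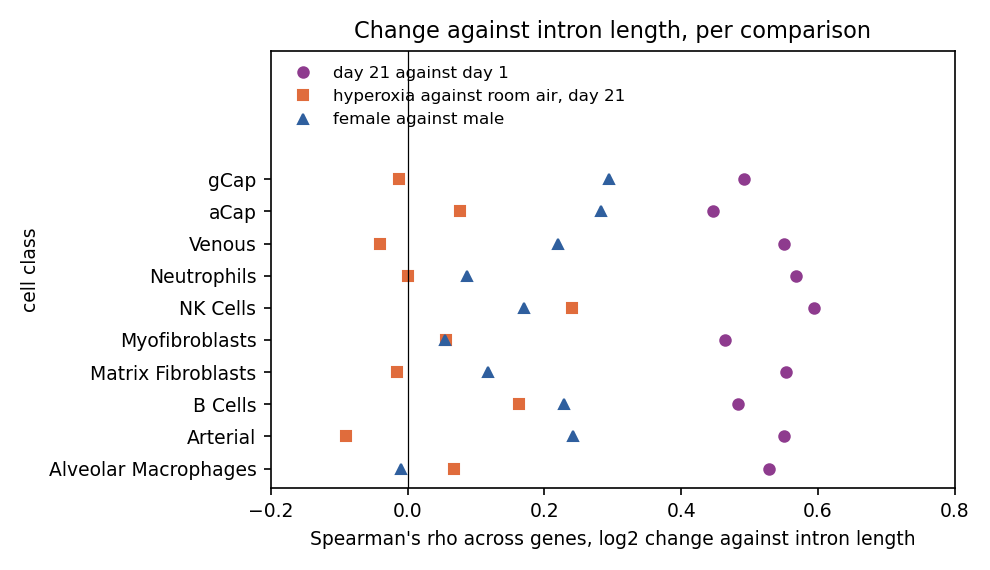
Spearman rho across genes between the log2 change and the intron length of a gene (horizontal axis), per cell class (vertical axis), for day 21 against day 1, hyperoxia against room air, and female against male (marked by symbol). The values of day 21 against day 1 lie between 0.447 and 0.594, and those of the other two comparisons at 0.295 or below.

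The genes named by the fixed rule for age lay mostly at 0 UMIs on 1 side, so their folds are lower bounds against a floor of 3 UMIs per library. Il31ra (ENSMUSG00000050377, chromosome 13, 112519898 to 112594360) was at least 386-fold higher at day 21 in gCap (123 and 86.1 CPM in the female and male libraries, edgeR adjusted p 3.41e-32, over its alternatives 1.17e-230 to 0.00533) and at least 99.4-fold higher in aCap. Gm11290 (ENSMUSG00000085827, chromosome 13, 22014468 to 22020738) and Gm48099 (ENSMUSG00000114304, chromosome 14, 19271274 to 19282822), both long intergenic RNAs, were at least 123-fold and 90.2-fold higher in gCap, and Gm11290 at least 26.0-fold higher in aCap. Gm46367 (ENSMUSG00000114150, chromosome 12, 83823455 to 83842087) was at least 56.3-fold higher in aCap, and Gm37240 (ENSMUSG00000102805, chromosome 3, 84496426 to 85887518), Gm12185 (ENSMUSG00000048852, chromosome 11, 48904656 to 48992226) and 4930444A19Rik (ENSMUSG00000101674, chromosome 1, 54681729 to 54767524) were at least 75.3-fold, 42.6-fold and 37.7-fold higher in arterial cells. These 3 models overlap other genes or lie antisense to them, so their counts are uncertain. Lower at day 21 in gCap were Tmem213 (ENSMUSG00000029829, chromosome 6, 38109255 to 38115809) (at least 102-fold), Dlk1 (ENSMUSG00000040856, chromosome 12, 109452823 to 109463336) (at least 77.3-fold) and Msln (ENSMUSG00000063011, chromosome 17, 25748613 to 25754378) (at least 62.0-fold), but another lineage held 33.6, 206 and 70.0 times the CPM of gCap for these, so free RNA and doublets bear on them. In aCap, Msln, Igf2bp1 (ENSMUSG00000013415, chromosome 11, 95957163 to 96005940) and E130006D01Rik (ENSMUSG00000085271, chromosome 5, 111734284 to 111761725) were at least 72.1-fold, 44.4-fold and 24.8-fold lower. In arterial cells Nts (ENSMUSG00000019890, chromosome 10, 102481756 to 102490486) and Dlk1 were at least 30.4-fold and 19.9-fold lower. The same limit bears on Msln in aCap and Dlk1 in arterial cells, with 42.9 and 152 times the CPM in another lineage. H19 (ENSMUSG00000000031, chromosome 7, 142575529 to 142578143) fell from 248 and 295 CPM to 0.630 and 0 CPM in arterial cells, which is a ratio of pooled UMIs of 747 (exact 95% interval 206 to 6170). DESeq2 called the gCap genes (adjusted p 0.00533 to 0.0274) but not Gm46367 (0.0529), Gm11290 (0.0928), Igf2bp1 (0.0556) and E130006D01Rik (0.0859) in aCap, nor Gm12185 (0.0612), 4930444A19Rik (0.0674), Nts (0.0715) and Dlk1 (0.098) in arterial cells.

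Among genes called in all 10 classes for age, Cmss1 (ENSMUSG00000022748, chromosome 16, 57302000 to 57606864), Camk1d (ENSMUSG00000039145, chromosome 2, 5293457 to 5714515), Prickle2 (ENSMUSG00000030020, chromosome 6, 92370908 to 92706155), Aff3 (ENSMUSG00000037138, chromosome 1, 38177326 to 38664955) and Arl15 (ENSMUSG00000042348, chromosome 13, 113794505 to 114157461) were higher at day 21 in each. Stfa1 (ENSMUSG00000071562, chromosome 16, 36276951 to 36285373), Tinagl1 (ENSMUSG00000028776, chromosome 4, 130164454 to 130175122), Cstdc5 (ENSMUSG00000071561, chromosome 16, 36359382 to 36367748) and Meg3 (ENSMUSG00000021268, chromosome 12, 109541001 to 109571726) were lower in each, and S100a6 (ENSMUSG00000001025, chromosome 3, 90612882 to 90624181) was higher in 1 and lower in the others. Cmss1, Camk1d, Prickle2, Aff3 and Arl15 are long genes by these coordinates. Reads in introns counted at day 21 alone may thus carry their rise. In the fit of genes without introns, Hist1h1e was called in 9 classes with a median log2 change of -1.81 and Cldn3 in 9 with -4.43, while Thbd (1.36) and Malat1 (0.80) were called higher in 8. Of the fixed lists, matrix genes had 83 of 103 pairs called (10 higher) and 84 adjusted over the list alone. Cycling genes had 76 of 107 called (4 higher) and 76 adjusted over the list alone. For p53 targets the numbers were 94 of 158 (45 higher) and 96, for interferon-stimulated genes 93 of 160 (57 higher) and 96, for dissociation and heat shock genes 111 of 155 (17 higher) and 112, for clock genes 70 of 97 (65 higher) and 71, and for sex-linked genes 44 of 100 (30 higher) and 44.

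Female was compared with male over the 3 conditions, to ask which transcripts differed by sex. With 6 libraries, the condition as a covariate and 2 residual degrees of freedom, edgeR called 119 of 112850 pairs in 10 classes, 51 higher in females and 68 lower, in 55 different genes. DESeq2 called 90 pairs, 74 of them shared. The setting that moved the count most upward was the absence of a filter on low counts (933 calls), and the most downward the absence of the covariate (13 calls). Leaving out any 1 library raised the count, to between 338 (without male room air at day 21) and 682 (without female hyperoxia). Of the 119 calls, 69 were for the 100 tested pairs of the list of sex-linked genes, and 95 of the 100 were called when adjusted over the list alone.

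Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254), Ddx3y (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629), Eif2s3y (ENSMUSG00000069049, chromosome Y, 1010543 to 1028847), Uty (ENSMUSG00000068457, chromosome Y, 1096861 to 1245759) and Tsix (ENSMUSG00000085715, chromosome X, 103431517 to 103484957) were each called in all 10 classes, and Kdm5d (ENSMUSG00000056673, chromosome Y, 897788 to 956786) in 9. Against a floor of 3 UMIs per library, Xist was at least 739-fold higher in female arterial cells and at least 291-fold higher in venous cells. Its ratio of pooled UMIs in alveolar macrophages was 2560 (exact 95% interval 877 to 12400). The genes on the Y chromosome were lower in females, in arterial cells by at least 92.5-fold (Ddx3y), 65.9-fold (Uty) and 46.5-fold (Eif2s3y), and in venous cells by at least 33.2-fold, 22.3-fold and 15-fold. In alveolar macrophages Uty and Eif2s3y were at least 65.2-fold and 54.8-fold lower, and Ddx3y had a ratio of pooled UMIs of 1490 (267 to 58800). Tsix lies antisense to Xist, and its counts cannot be told from those of Xist where strand was not used. Kdm6a (ENSMUSG00000037369, chromosome X, 18162575 to 18279936) was called higher in females in 4 classes, with a median log2 change of 0.73, and Kdm5c (ENSMUSG00000025332, chromosome X, 152233020 to 152274535) and Eif2s3x (ENSMUSG00000035150, chromosome X, 94188707 to 94212862) in 3 each.

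Outside the sex chromosomes, the rule for the largest changes named 4 genes. Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) was higher in female alveolar macrophages by 1.59 on the log2 scale (SE 0.232, edgeR adjusted p 0.0152, over its alternatives 2.72e-24 to 1), with 422 CPM in females and 94.9 in males at day 1 and less than either in the other 4 libraries. Nfkbiz (ENSMUSG00000035356, chromosome 16, 55811375 to 55838899) was higher there by 1.08 (SE 0.168, edgeR adjusted p 0.0242, over its alternatives 1.75e-07 to 1). S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) was higher in female arterial cells by 1.13 (SE 0.173, edgeR adjusted p 0.00778, over its alternatives 1.18e-21 to 1), but neutrophils hold it at far higher levels, with 247 times the CPM of the class in another lineage. Pf4 (ENSMUSG00000029373, chromosome 5, 90772435 to 90773383) was higher in female venous cells by 2.22 (SE 0.434, edgeR adjusted p 0.0461, over its alternatives 9.64e-05 to 1), on 14 UMIs over the male libraries, and another lineage held 103 times the CPM of the class. Pf4 was not called without any 1 of the 4 day 21 libraries, with changes of 1.93 (without male hyperoxia) to 2.09. DESeq2 called none of these 4. Among the genes called in most classes, Kcnq5 (ENSMUSG00000028033, chromosome 1, 21398403 to 21961942) also lay outside the sex chromosomes. It was called lower in females in 2 classes (alveolar macrophages and neutrophils), with a median log2 change of -2.33 and edgeR adjusted p of 0.000785 and 0.00549. DESeq2 called it in 2 classes, and edgeR with doublets left out in 0. Of the other lists, interferon-stimulated genes had 2 of 162 pairs called (0 higher) and 31 adjusted over the list alone, dissociation and heat shock genes 4 of 155 (4 higher) and 22, and cycling genes 4 of 109 (0 higher) and 13. For p53 targets edgeR called 0 of 163 pairs by either adjustment, with 21 at an unadjusted p under 0.05. Matrix and clock genes had 0 calls by edgeR of 114 and 104, with 28 and 10 at an unadjusted p under 0.05, and 15 and 3 when adjusted over the list alone. DESeq2 called 0 pairs of these 3 lists.

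The hyperoxia response was compared between the sexes as the interaction of sex and hyperoxia over all 6 libraries, which left 1 residual degree of freedom. The day 1 pair enters as well, since the sex difference after hyperoxia is set against that in room air over both ages. In 10 classes and 120233 pairs edgeR called 515, in 406 different genes, with the response higher in females for 171 and lower for 344. DESeq2 moved this count most, to 18 calls, all shared, and 5664 pairs had an unadjusted p under 0.05 with edgeR. Of the 515 calls, 324 were for genes with at least 4-fold more CPM in another lineage. Without doublets there were 355 calls, 225 of them shared. Among these 355 the response was higher in females for 164 and lower for 191. Without the Xist-free cells of the female hyperoxia library, an alternative chosen after seeing the data, there were 667, of which 337 were shared. From the 4 day 21 libraries alone, all of which the fit also uses, 38 of the 515 pairs had less than 1/2 of the size of the fit or the opposite direction. Each library is the only one of its sex, age and treatment, so an interaction rests on single pools, and on the day 1 pools in part.

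The 5 pairs with the smallest adjusted p were in aCap and neutrophils. The log2 sex difference (female over male) after hyperoxia minus that in room air over both ages was, in aCap, -5.29 for S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035) (SE 0.298, edgeR adjusted p 1.82e-65, over its alternatives 7.47e-65 to 0.262), -4.52 for S100a9 (SE 0.282, edgeR adjusted p 1.27e-53, over its alternatives 1.18e-53 to 0.253) and -4.34 for Retnlg (ENSMUSG00000022651, chromosome 16, 48872621 to 48874496) (SE 0.422, edgeR adjusted p 1.99e-21, over its alternatives 4.22e-22 to 1). These are neutrophil transcripts, with 169, 152 and 351 times the CPM of aCap in another lineage, and without doublets the differences were -1.61, -1.09 and -1.12. In neutrophils Cldn5 (ENSMUSG00000041378, chromosome 16, 18776847 to 18778262), an endothelial transcript, had a difference of -3.02 (SE 0.306, edgeR adjusted p 4.69e-19, over its alternatives 1.16e-18 to 0.222), and of -1.09 without doublets. From the day 21 libraries alone, as the female minus the male log2 ratio, the differences were -6.33, -5.33 and -4.63 for the 3 genes in aCap and -2.43 for Cldn5, whose log2 ratio of female over male in room air was 2.10 at day 1 and 0.95 at day 21. Cyp1a1 (ENSMUSG00000032315, chromosome 9, 57687928 to 57703824) in aCap had a difference of -6.47 (SE 0.386, edgeR adjusted p 1.11e-58, over its alternatives 7.77e-72 to 1), of -6.56 without doublets, and of -6.96 from the day 21 libraries alone. Its level there was 130 CPM in female room air, 36.1 in female hyperoxia, 71.9 in male hyperoxia and 1.90 in male room air, so the difference rested mostly on the male room air library. The same library was lowest in gCap (0.599 CPM, against 12.4 to 17.3), arterial cells (0 against 11.7 to 13.7) and venous cells (6.83 against 92.5 to 119). In aCap the log2 ratio of female over male for Cyp1a1 in room air was 5.95 at day 21. At day 1 it was 0.89, on 13 UMIs in the female and 6 in the male library. The fitted difference thus followed the day 21 pair, and the fit takes this gap between the ages as error.

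Of the fixed lists, the interaction called 4 of 168 pairs of interferon-stimulated genes (2 higher in females) and 34 (31 higher) when adjusted over the list alone, 2 of 174 of p53 targets (0 higher) and 3, 8 of 131 of matrix genes (3 higher) and 17, 9 of 155 of dissociation and heat shock genes (1 higher) and 24, 1 of 123 of cycling genes (1 higher) and 27, and 1 of 100 of sex-linked genes (0 higher) and 1. For clock genes edgeR called 0 of 115, with 7 at an unadjusted p under 0.05, and 2 when adjusted over the list alone. DESeq2 called 0 pairs of each of these lists.

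Within each sex the hyperoxia response could only be described, since it compares 1 library with 1. The log2 ratios of the sexes had a Spearman rho across genes of 0.186 in gCap (12094 genes), 0.253 in neutrophils (7971 genes) and 0.110 in aCap (11179 genes); genes are not independent replicates. A minimum of 200 UMIs per gene moved rho most in neutrophils, to 0.364. Several of the largest changes in a pair of libraries came from 1 cell. All 69 UMIs of Gm29904 (ENSMUSG00000116299, chromosome 15, 61288441 to 61393822) in gCap of the female hyperoxia library were in 1 cell. The same was true of 98.6% of the UMIs of Ccl21a in aCap of that library and of 88.0% of those of Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) in aCap of male room air. In neutrophils 1 cell held 85.8% of the UMIs of Gm2682 (ENSMUSG00000115681, chromosome 15, 60120540 to 60187408) in female hyperoxia and 67.3% of those of Siglech (ENSMUSG00000051504, chromosome 7, 55768178 to 55778925) in female room air. Changes spread over many cells were the fall of H2-Aa in male gCap, from 148 to 12.1 CPM (log2 ratio -3.60, and -1.12 in females), over 490 and 225 cells with a UMI, and the rise of Cyp1a1 in male aCap, from 1.90 to 71.9 CPM (log2 ratio 5.12, and -1.84 in females).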

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

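The tests of doublets in aCap and of T cell class boundaries were chosen only after the results were seen. Uneven recovery was also raised only then. The test of Cyp1a1 inducers was chosen after the difference in Cyp1a1 was seen but before the levels of the other targets were, and those of barcodes without a class after their markers were counted but before their doublet calls and mitochondrial shares were compared.

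The hyperoxia response differed between the sexes for 515 gene and class pairs by edgeR's interaction test, which is what singled this result out. The test takes the sex difference in room air from both ages. DESeq2 gave 18. The quasi-likelihood fit had 1 residual degree of freedom, and the cause of the gap between the tools was not tested. Of the 515 pairs, 324 were for genes with at least 4-fold more CPM in another lineage, and 225 were also called without doublets. Each sex and treatment is 1 pool of 3 mice, so a difference between pools and a difference between the sexes cannot be told apart. A biological difference by sex remains among the open explanations and was not tested.

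In aCap the log2 sex difference after hyperoxia minus that in room air over both ages was -5.29 for S100a8, -4.52 for S100a9 and -4.34 for Retnlg (-6.33, -5.33 and -4.63 from the day 21 libraries alone), and these were singled out by the same test. All 3 are abundant in neutrophils. Without the cells that Scrublet calls doublets, the difference of S100a8 was -1.61, so most of it was carried by cells called doublets, and doublets with neutrophils that differ in number between the libraries may account for that part. For S100a9 and Retnlg the values without doublets were -1.09 and -1.12. What is left can come from doublets that Scrublet missed, from free neutrophil RNA or from a response of aCap itself, and these were not separated.

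Cldn5 in neutrophils, with a difference of -3.02 by the same test and -2.43 from the day 21 libraries alone, is the mirror case of an endothelial transcript in an immune class. Without doublets its difference was -1.09, and DESeq2 gave an adjusted p of 0.02. The adjusted p was 4.69e-19 with edgeR and ranged from 1.16e-18 to 0.222 over the alternatives. Doublets with endothelial cells may account for most of this difference as well.

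Cyp1a1 in aCap had a difference of -6.47 by the same test, and of -6.56 without doublets, so doublets do not carry it. The male room air library was the lowest of the 4 day 21 libraries in all 4 endothelial classes (1.90 CPM in aCap, against 36.1 to 130). Cyp1a1 responds to inducers of the aryl hydrocarbon receptor in air, food or bedding. If such an inducer had differed, other targets of the receptor would be lowest in the same library, and in aCap 2 of 4 were (Tiparp and Nqo1), with few UMIs for the others. Other endothelial classes gave no clear answer. Nqo1 was lowest in male room air in arterial cells (0.426 CPM) but on 1 UMI, and in gCap it lay between 6 and 9 UMIs in all 4 libraries. Tiparp was not lowest in male room air in gCap (30.7 CPM, against 22.9 to 30.5). The same held in arterial cells (55.8 CPM on 131 UMIs, against 49.1 to 68.2) and venous cells (37.6 CPM, on 22 UMIs). Nqo1 in venous cells was not lowest in that library either (12 CPM on 7 UMIs, against 2.33 to 12.7). These genes also respond to other signals, so an inducer of the aryl hydrocarbon receptor that differed between pools was neither shown nor excluded (2 of 4). A response to hyperoxia that differs by sex stays open as well (2 of 4). DESeq2 gave an adjusted p of 1, and over all alternatives the range was 7.77e-72 to 1.

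Several shares of cells moved in opposite directions in the sexes beyond their counting intervals, which is what singled them out, and the difference between the sexes was not tested. After hyperoxia T cells changed by 7.59 percentage points in females and -4.56 in males, B cells by 2.73 and -1.76, and natural killer cells by 2.77 and -1.82. Type 2 alveolar cells (AT2) changed by -0.86 in females and 0.82 in males, and all epithelial cells by -0.75 in females and 1.25 in males. In 2 of 2 clusterings made anew the T cell share again rose in females and fell in males. These clusters held only cells with a class and took their names from the authors' classes. They cannot test the boundary with barcodes without a class, so an effect of class boundaries was not excluded. Uneven recovery of cells during dissociation and sorting may explain such differences. It was not tested, and with 1 pool per sex and treatment it cannot be told apart from a biological change. Not all lymphocytes moved apart, since regulatory T cells changed by 0.61 in females and 1.74 in males. As a share of immune cells alone, T cells rose by 16.6 percentage points in females and changed by -0.95 in males, within the counting error of 1.77, so the fall in males follows mostly the lower share of immune cells. Epithelial shares rest on 21 to 165 cells per library.

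Barcodes without a class were not used in the comparisons, and some held sets of markers that no class names. At least 4 marker genes of ciliated cells were held by 74 barcodes without a class, of secretory (club) cells by 17 and of mesothelium by 22, of 20142 in all. What singled this out is that the shares, 0.367%, 0.0844% and 0.109%, lay above the limit that a count of 0 allows, 0.0149%. Any count above 3 does so, and this alone does not tell cells of these types from chance or doublets. Among cells with a class 34, 8 and 19 held as many markers (0.0608%, 0.0143% and 0.0340%). Scrublet called 16.7% (exact binomial 95% interval 10.2 to 25.1) of the 108 marked barcodes doublets, against 23.4% of all barcodes without a class, and the interval includes that share, so doublets cannot be told apart from single cells of these types here. Of the marked barcodes 18.5% lay above the highest mitochondrial share of a cell with a class, against 36.9% of all barcodes without a class, so damage as seen by mitochondrial share does not explain most of them. Their median depth was 28584 UMIs, against 11350. Ciliated, club and mesothelial cells of the lung that the authors' classes do not name are a candidate source, which was not tested further.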

How the results depend on the processing

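The alternatives that left out Xist-free cells of the female hyperoxia library and that used genes without introns were chosen only after the results were seen. Of the counts, shares and correlations over all alternatives, 78 values stayed within their range and 45 moved beyond it. For single genes and classes, 843 values kept their direction and side of the threshold or their range, 76 moved, 91 kept their direction but were no longer called, and 1 changed sign. Some of the 843 could not have moved. The log2 ratios within a sex do not depend on the count minimum, yet each was counted at minima of 20 and 200 UMIs. The limit of 10% mitochondrial UMIs in the stricter cell filter removed no cell with a class, since these reached at most 5.08%. Among the named genes the numbers that stayed called and that did not were 190 and 8 for age, 163 and 51 for hyperoxia, 19 and 6 for the interaction, and 212 and 26 for sex.

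The 3536 calls for hyperoxia became 1161 with DESeq2, 1781 with doublets left out, 6208 with no filter on low counts and 1590 without the covariate. Leaving out each library in turn gave 2317 (without male hyperoxia) to 4161 (without female room air). These fits of 3 libraries, like those for age, dropped the sex covariate and had 1 library in 1 arm, so the 1590 calls without the covariate are their counterpart. The share of calls that were higher was 71.4%, and it became 51.0% with doublets left out, 87.7% with DESeq2 and 84.4% without the covariate. With doublets left out the cause is in part the removal of endothelial transcripts from other classes, where calls of the endothelial set fell from 232 to 18. For the rest, the cause was not tested. The calls for age, 59221, became 30441 with DESeq2 and 875 with genes without introns, where 3558 pairs were tested in place of 109029. Upper-quartile scaling lowered the share of higher calls for age from 52.7% to 44.1%. The 119 calls for sex became 933 with no filter and 13 without the covariate. Leaving out each library gave 338 (without male room air at day 21) to 682 (without female hyperoxia). The 515 calls of the interaction became 18 with DESeq2. The cause was not tested. Without the Xist-free cells the counts were 3694 for hyperoxia, 128 for sex and 667 for the interaction, and in the interaction the share higher in females moved from 33.2% to 51.3%. With doublets left out that share was 46.2%. The interaction was not run with a library left out, because 5 libraries leave it no residual degree of freedom.

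Counting every deposited barcode changed the hyperoxia minus room air share, in percentage points, to 3.70 in females and 13.6 in males for endothelial cells, -11.9 and -12.8 for immune cells, 3.95 and 8.44 for gCap, and 5.09 and -2.85 for T cells. The barcodes without a class enter the denominator here. As a share within the lineage, gCap changed by 5.70 in females and 1.62 in males, and T cells by 16.6 and -0.95. Clusters made anew gave 9.26 (resolution 0.5) and 9.06 (resolution 1.5) for gCap in males. The sign held in each of these, but the changes within the lineage in males were within counting error (half-widths of 2.40 for gCap and 1.77 for T cells).

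The share of cells with Xist in the day 1, room air and hyperoxia female libraries was 76.8%, 70.9% and 51.7% with at least 2 UMIs, and 62.0%, 52.9% and 39.3% with cells thinned to 1 depth. Depth limits these shares, and the order of the 3 libraries held. The correlation across genes of the sexes' hyperoxia ratios moved with the count minimum. In gCap it was 0.155 (at least 20 UMIs) and 0.218 (at least 200), in neutrophils 0.200, 0.364 and, with equal numbers of cells, 0.217, and in aCap 0.083 (at least 20). Lower counts carry more counting error. For genes of the fixed lists, the 144 calls with hyperoxia became 43 with DESeq2, 239 with no filter and 51 without the covariate. The log2 ratio of Ccl21a in neutrophils of males changed sign to -0.78 with equal numbers of cells, where fewer cells were used and 98 of its 99 UMIs had been in 1 cell.

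Depth limits the smaller classes most. With simulated changes edgeR found 23% of 2-fold changes for hyperoxia in B cells and 8% for the interaction, so an absence of calls there says little about changes of that size. The labels give each group 1 library and carry no number shared between groups. Libraries could therefore be matched only by sex or condition, as the covariates of the main fits do.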

Other observations

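The tests of the Xist-free cells, of endothelial transcripts in other classes and of the male room air library were chosen only after the results were seen. Those of sex in the pools, introns, harvest time, dissociation and other splits of the libraries were not. The test of delayed maturation was chosen after the calls were seen but before its own values were.

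The female hyperoxia library held a higher share of cells without Xist than the room air library of day 21 in each class plotted, at 35.5% of gCap cells. The pattern is not one of the pool being partly male, since 0.144% of its cells held a Y-linked UMI, near the share in the other female libraries (0.078% and 0.0705%), and of the Xist-free gCap cells 0 did. Depth does not explain it, because 30.8% of gCap cells with at least 10000 UMIs lacked Xist, against 0.820% in room air. A different mix of classes does not either, since the gap lay within gCap. Loss of Xist with both X chromosomes active would raise X-linked genes, but the median log2 ratio of other X-linked genes was 0.01. The 4 X-linked genes with a Y copy, which are expressed from both X chromosomes, had a ratio of 0.742 (0.712 to 0.774) between Xist-free and Xist-holding gCap cells, in the direction of the male to female ratio (0.670 against the Xist-holding cells of this library). The ratio was also below 1 in the other female libraries, at 0.795 (0.683 to 0.921) at day 1 and 0.875 (0.733 to 1.04) at day 21 in room air, and these intervals overlap that of 0.742. There the Xist-free cells were 9.90% and 2.86% of gCap, so cells in which Xist was missed can make up only part of the 35.5%. Among gCap cells with at least 10000 UMIs, where such misses are rarer, the ratio in the female hyperoxia library was 0.758 (0.708 to 0.810). In neutrophils of that library it was 1.01 (0.893 to 1.14), but there 80.5% of cells lacked Xist in room air as well. In nonclassical monocytes it was 0.877 (0.822 to 0.935), against 0.885 (0.815 to 0.959) in the female room air library of day 21. Of these cells 49.5% and 16.1% lacked Xist, so the ratio did not follow that share in this class. In aCap and T cells of the female hyperoxia library the ratio was 0.698 and 0.737. A candidate explanation is that 1 of the 3 mice of this pool had a single X chromosome and no Y. This stays a hypothesis, since it was found and tested on the same data, and cells were not assigned to mice. It bears on the sex comparisons, in which this library counts as female.

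Doublets may account for part of the rise of endothelial transcripts in other classes after hyperoxia. In alveolar macrophages of females the ratio of the endothelial set was 9.01 with all cells and 1.42 without doublets. In matrix fibroblasts leaving out doublets changed it little, from 1.32 to 1.26 in females and from 1.29 to 1.32 in males. More free RNA would raise the set in the median cell as well. There the ratio in alveolar macrophages was 1.64 in females and 1.32 in males, near what was left without doublets (1.42 in both). Over 20 pairs of class and sex its median was 1.09, against 1.51 for the class sums, with 2.58 in matrix fibroblasts of males as the highest. Free RNA therefore stays open for part of the rise. Doublets with endothelial cells may carry most of it in alveolar macrophages, in libraries where endothelial cells were also more frequent. Scrublet called 3.88% and 5.49% of cells with a class in the female and male hyperoxia libraries, against 2.16% and 1.64% in room air at day 21. Alveolar macrophages were fewer after hyperoxia, at 1.63% of cells in females (7.16% in room air) and 3.38% in males (4.92%).

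The age comparison may rest in large part on reads in introns counted at day 21 alone. The lowest Spearman rho over the classes between the change and intron length was 0.447, which such counting predicts. Long genes can also change with age, and the headers do not give the setting. Genes without introns had 1897 calls of 3531 pairs in the fit of all genes when adjusted over these genes alone, only 203 of them higher at day 21. Fitted and scaled on their own they had 875 calls of 3558 pairs, 416 higher and 459 lower. The scale of the fit of all genes thus carried many of these calls, and the 875 may still hold other differences between the software versions.

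Harvest time and dissociation were tested for the hyperoxia comparison. In 4 of 14 classes the output genes of the clock were lower and Arntl or Npas2 higher in both sexes, and 0 classes showed the opposite. These 4 were gCap, aCap, arterial cells and myofibroblasts. In gCap, aCap and arterial cells 8 output genes had enough counts in both sexes, the most of any class. In gCap their median log2 ratios were -0.58 in females and -0.43 in males, against 0.62 and 0.53 for Arntl or Npas2. With only 1 or 2 of the latter genes per class, a difference in harvest time of day was not shown, but it could not be excluded. The list of dissociation and heat shock genes was higher after hyperoxia in both sexes in 8 of 14 classes, and in 9 with doublets left out. A stronger response to dissociation in the hyperoxia libraries may thus add to the calls (8 of 14 for the dissociation response), and lasting stress in the injured lung would look alike.

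The fall of major histocompatibility genes in gCap was not confined to the male libraries. The median log2 ratio between the female libraries was -0.43 and 19 of 20 genes were lower, so a high level in the male room air library alone is not enough, though the median between the male libraries was -1.65. The difference in size was not tested over this list. For interferon-stimulated genes the medians were -0.16 in females (15 of 19 lower, with all genes at -0.03) and -0.64 in males (19 of 19), and adjusted over the list alone the interaction called 9 of 19 in gCap, all with the fall smaller in females. There a high level in the male room air library may carry the fall, since the -0.16 between the female libraries is small.

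Of the 119 calls between the sexes, 69 were for the list of sex-linked genes, such as Xist and the genes of the Y chromosome, which mark the sexes in every library, and chance does not bear on these. For the other 50 calls chance could not be excluded. Of the 10 splits of the 6 libraries into 3 against 3, only 1 gave as many as 119 calls, the real split itself, but without the sex-linked list a split that mixes the sexes gave 103. In 6 of the 10 the comparison within conditions rested on the female and male library of 1 condition alone, so these do not show what chance gives. The other 3 besides the real one gave 26, 29 and 103 calls outside the list.

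If hyperoxia delayed maturation, its changes would oppose those of age. Hyperoxia was taken from 1 sex and age from the other, so that no library was shared, and gCap and aCap were chosen before these values were seen. The highest Spearman rho across their genes was 0.076, reached in both classes in the pairing of male hyperoxia with female age. The pairing of female hyperoxia with male age gave -0.147 in gCap and -0.165 in aCap. With intron length held constant all 4 values were negative, from -0.104 to -0.023, and among genes without introns all 4 were positive, from 0.058 to 0.152. In neutrophils, arterial cells and myofibroblasts rho was negative in both pairings (-0.106 and -0.267, -0.246 and -0.005, -0.159 and -0.003), and in natural killer cells and matrix fibroblasts positive in both (0.265 and 0.316, 0.053 and 0.104). The values conflict, and the age changes carry the difference in counting software, so a delay of maturation was left open.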
